A study of Mus musculus with 8 samples. Its data were reported in "Mesenchymal stromal cell-derived septoclasts resorb cartilage during developmental ossification and fracture healing" (2022).

How the data were processed

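Single-cell RNA sequencing data of femoral stromal cells from 12-week-old female mice were used, 4 libraries from unfractured bone (Control) and 4 from bone at day 14 after fracture (Fracture). The cells had been depleted of blood lineages, CD45 and CD117 with magnetic beads, encapsulated with the Chromium 3 prime kit and sequenced on a NextSeq500. The deposited values are raw UMI counts per gene and cell barcode, which the authors made by aligning reads to the mm10 genome with STARsolo, with no normalisation. The barcodes had been selected before deposit by a step that is not settled. The published methods name EmptyDrops for the count matrices of the study and give the filters that follow it for other libraries. The deposited tables of the Control group reach down to barcodes with 1 UMI, while the smallest barcode of the Fracture group holds 1929 UMIs. Other libraries of the study were not used here.

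The tables held 28956 genes. Following the filters of the published methods, genes found in at least 3 cells were kept (26180 genes), with cells of 500 to 6000 genes and at most 25% of UMIs from the 27 mitochondrial genes. This left 45328 of 48903 barcodes. Before it, 2085 Control and 3 Fracture barcodes exceeded the mitochondrial limit and 1788 Control and 13 Fracture barcodes had too few genes. Gene coordinates were taken from GENCODE M21 (GRCm38). Of the gene names 26892 were found there and 2064 were not, and the 54 named genes all had coordinates. The release behind the gene names of the tables is not settled, since the published methods name GENCODE M23 for the study as a whole, while the tables include older symbols such as Lect1.

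Libraries were normalised and integrated by anchors (canonical correlation) in Seurat 5.3.0 on R 4.3.3, with 30 dimensions. Of 2000 variable genes, 1951 were used after a list of 106 cell cycle and target genes, among them Fabp5, Mmp9 and Mmp13, was taken out, so that the genes to be compared did not form the clusters. Louvain clusters were made from 12 components at a resolution of 0.1. Clusters were named from fixed lists of marker genes, and a cluster without a name was placed with the blood when at least 25% of its cells held Ptprc, a rule added after the clusters were seen. The BMSC-like, osteoblast-like and fibroblast-like cells were clustered again with 1922 variable genes and 13 components, at a resolution of 0.08 for subclasses and 0.5 for septoclast-like cells. Doublets were scored in each library with scrublet as implemented in scanpy 1.11.5 at an expected 6%, which called 718 cells (1.58%), and these cells were kept outside an analysis without them.

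The unit of replication was the cell preparation. The libraries of a preparation, which shared at most 46 barcodes, were summed, giving n = 2 per group. UMI counts were summed over the cells of a class in each preparation where every preparation held at least 20 cells of it. Fracture was compared with Control by the quasi-likelihood test of edgeR 4.0.16 with TMM normalisation, its filter on low counts and Benjamini-Hochberg adjustment, with calls at an adjusted p under 0.05. Values in CPM are normalised to the size of each library in the same way, except those set against the level over all cells or split by subclass, which are plain CPM. Differences of the fracture effect between classes were tested by a class-by-group term with the preparation as a block, over 15 tests. Shares of cells were compared by two-sided exact permutation tests (scipy 1.17.1), whose smallest p is 0.333 for this design. Before cells with a UMI of a gene were counted, each cell was thinned at random to 1000 UMIs, and shallower cells were left out. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and in R Matrix 1.6.5, limma 3.58.1 and DESeq2 1.42.0, were also used.

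The comparisons, the list of 24 genes, the marker lists and the first set of other analysis choices were fixed before the data were examined. In each class the 3 genes with the largest rise and the 3 with the largest fall were named among those called whose preparations did not overlap between the groups, leaving out marker and haemoglobin genes and genes with a mean under 20 CPM. Where a group held 0 UMIs of a named gene, the fold was computed against a floor of 3 counts over the group, and with 1 to 3 UMIs as a ratio with its 95% counting interval. Intervals and floors cover counting error only.

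The tests were tried on simulated counts with the means and library sizes of these data, in which 200 genes were changed, 100 by 2-fold and 100 by 4-fold. With a spread that followed the trend over expression, edgeR made 62 to 124 calls per comparison, recovered 54.1% to 93.9% of the 4-fold changes and 4.1% to 38.5% of the 2-fold changes, and 1.6% to 8.1% of its calls were false. With a spread drawn gene by gene, it made 9 to 140 calls, recovered 1% to 89.9% of the 4-fold changes, and 12.5% to 88.9% of its calls were false, the last value coming from all cells together with 9 calls. In the simulation of BMSC-like cells, 6.8% of the calls of edgeR and 15.5% of those of DESeq2 were false under the first spread, and 17.1% and 27.4% under the second. The class-by-group term, simulated for BMSC-like against chondrocyte-like cells, recovered 44% of the 4-fold and 0 of the 2-fold changes, with 6.4% of 47 calls false. In the simulation small changes were thus often missed at this number of preparations, and a called gene could be false more often than the threshold states. Both groups were drawn with the same spread, and only 200 genes were changed. In the data 7615 of 14771 genes were called in BMSC-like cells. In chondrocyte-like cells the SD of log2 differences was 0.642 between Control preparations and 0.119 between Fracture preparations. The simulated shares of false calls thus do not carry over directly, and unequal spread was not simulated.

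The other choices of that set were each library as its own sample, the preparation number as a block, DESeq2 in place of edgeR, no filter on low counts, leaving out each preparation in turn, clusters without integration, a cluster resolution of 0.3, a subcluster resolution of 0.2, removal of called doublets, cells with at most 10% mitochondrial UMIs and no upper limit on genes, all cells as the denominator of shares, thinning to 2000 UMIs or none, and at least 2 UMIs of each gene. Removal of the 6% of cells with the highest doublet scores and a minimum of 3000 UMIs per cell were chosen after seeing the data, the first because the caller marked under 0.5% of cells in 3 libraries.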

Results

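Single-cell RNA sequencing was carried out on the non-haematopoietic stromal cells of the mouse femur, with and without a healing fracture. The Fracture group came from 12-week-old females whose femur had been fractured at 10 weeks of age and stabilised with an intramedullary nail, and bone was collected at day 14 after fracture, when cartilage of the callus is being replaced by bone. The Control group came from unfractured females of the same age. According to the sample labels, each group held 2 cell preparations, numbered 1 and 2, and every preparation gave 2 droplet libraries, 8 libraries in all. Blood cells had been depleted from the suspensions with antibodies before encapsulation, so the blood cells that remained are leftovers of that step.

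The libraries held between 56543151 and 89126291 unique molecular identifiers (UMIs), each UMI standing for 1 captured transcript. The Control libraries held 75592645 and 76437145 UMIs in preparation 1 and 56543151 and 58751096 in preparation 2. The Fracture libraries held 72245121 and 69102733 UMIs in preparation 1 and 89126291 and 75926527 in preparation 2. The deposited tables listed 48903 cell barcodes, and 45328 of them passed the filters of the published methods. These cells were 12755 and 7921 in the Control preparations and 11867 and 12785 in the Fracture preparations. The filters passed 85.6% of the 24162 Control barcodes and 99.6% of the 24741 Fracture barcodes. Median depth was 7711 UMIs per cell in Control and 11351 in Fracture. The libraries of 1 preparation correlated at Pearson's r of 0.9989 to 0.9991 over log2 normalised counts (CPM), yet their counts differed beyond sampling noise, with a mean chi-square per gene of 5.38 to 7.73. They were summed, since their labels were read as 2 draws from 1 suspension, which the published methods do not state. On this reading, n = 2 preparations per group is the replication behind every test.

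Clustering gave 11 clusters, and 6 classes outside the blood were named from marker genes. Chondrocyte-like cells carried Acan and Col2a1, osteoblast-like cells Bglap and Col22a1, bone mesenchymal stromal cell (BMSC)-like cells Cxcl12 and Lepr, fibroblast-like cells Igfbp6 and Prg4, endothelial-like cells Emcn and Cdh5, and smooth muscle-like cells Rgs5 and Myh11. Among the leading genes of the BMSC-like cluster was the immune gene Il1rn, and the basophil genes Prss34, Cpa3, Mcpt8 and Ms4a2 with the chemokine genes Ccl3 and Ccl4 led the granulocyte-like cluster. The blood classes together made up 32.6% ± 6.04 (SD, n = 2) of all cells in Control and 3.21% ± 0.290 (SD, n = 2) in Fracture. A cluster of 509 cells, 77.8% of them with Ptprc, had no named type and was kept among the blood cells by a threshold set after its values were seen. Its share of all cells was 2.13% in Control and 0.126% in Fracture. Doublets were called in 718 cells, and these were kept, and removed in an alternative.

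The first comparison asked how the makeup of the stroma differed after fracture. Shares were taken over the cells of the 6 classes outside the blood and tested with a two-sided exact permutation test, for which 2 against 2 preparations allow no p below 0.333. All 6 classes gave that p of 0.333, so that the preparations of the groups did not overlap, but no difference could pass a threshold of 0.05. Chondrocyte-like cells made up 18.2% ± 6.47 (SD, n = 2) of stromal cells in Control and 57.9% ± 1.03 (SD, n = 2) in Fracture. Fibroblast-like cells rose from 3.22% ± 1.18 to 6.88% ± 0.470. BMSC-like cells went from 31.8% ± 4.24 to 9.09% ± 0.0721, endothelial-like cells from 21.6% ± 5.06 to 10.8% ± 0.712, and smooth muscle-like cells from 6.19% ± 2.75 to 1.45% ± 0.0484. Osteoblast-like cells went from 19.0% ± 1.10 to 13.8% ± 0.0293. The choice of denominator moved the osteoblast-like, BMSC-like and endothelial-like differences most. Taken over all cells, blood included, the osteoblast-like share was 12.7% in Control and 13.4% in Fracture, which turned its direction. The fall of the BMSC-like share shrank to -12.5 percentage points from -22.7, and that of the endothelial-like share to -3.88. The chondrocyte-like difference moved most without Control preparation 1 or 2, to 44.2 and 35.1 percentage points. So did the smooth muscle-like difference, to -2.79 and -6.68. The fibroblast-like difference moved most without integration, to 6.29. The shares sum to a fixed total, so that a rise of 1 class lowers the others.

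**Figure D1:**
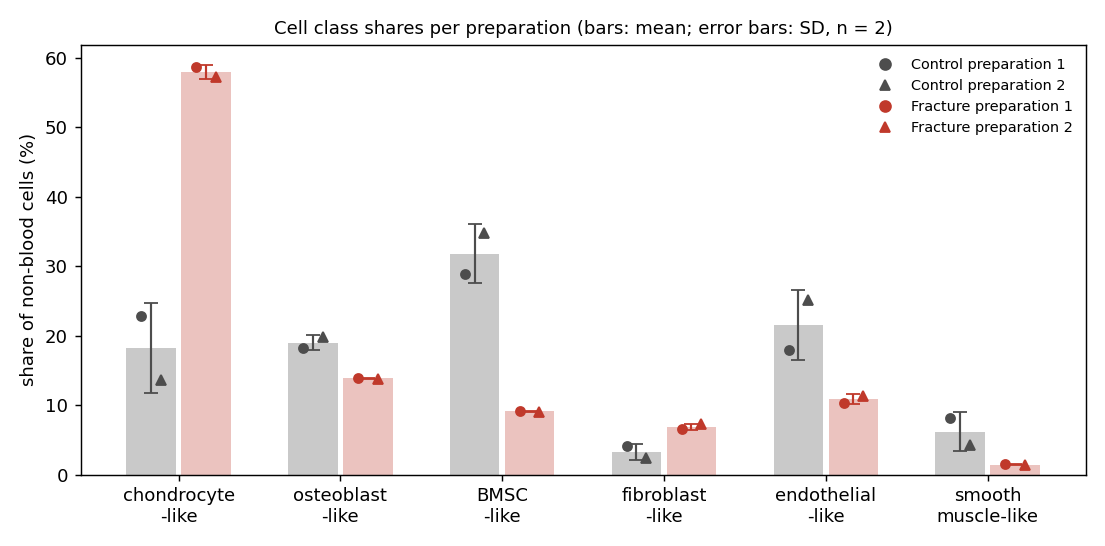
Share of the cells outside the blood (%, vertical axis) that fell into each of the 6 classes (horizontal axis), with 1 point per preparation and a bar at the mean of each group with its SD (n = 2). Chondrocyte-like cells stood at 13.7% and 22.8% in the Control preparations and at 58.6% and 57.2% in the Fracture preparations.

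The BMSC-like, osteoblast-like and fibroblast-like cells were clustered again to ask which stromal subclasses changed. The study divides BMSCs into diaphyseal (dpMSC) and metaphyseal (mpMSC) cells and places septoclasts, the cartilage-resorbing stromal cells of its title, beside the latter. Cells resembling dpMSCs, carrying Esm1 and Adipoq and with Il1rn and Serpina3f among the leading genes, made up 39.3% ± 4.89 (SD, n = 2) of these cells in Control and 4.84% ± 0.614 in Fracture. Cells resembling mpMSCs, carrying Postn and Hey1 and with Mmp9 and Mmp13 among the leading genes, stood at 19.0% ± 1.25 and 17.7% ± 0.281. The osteoblast-like subclass rose from 34.6% ± 0.732 to 46.1% ± 0.853 and the fibroblast-like subclass from 7.12% ± 2.91 to 31.4% ± 0.520. At a finer resolution, the septoclast-like cluster held 8.30% ± 0.998 of the cells in Control and 9.68% ± 0.294 in Fracture. Each of these shares gave the minimum p of 0.333 (two-sided exact permutation test, n = 2). The dpMSC-like share moved most with the resolution of the subclusters, its difference going from -34.5 to -30.2 percentage points at a resolution of 0.2. The mpMSC-like difference there went from -1.30 to -4.11 percentage points, with 18.3% ± 1.08 in Control and 14.2% ± 0.103 in Fracture. With at least 3000 UMIs per cell, an alternative chosen after seeing the data, the septoclast-like shares overlapped between the groups at 9.35% and 9.68% (p = 1.00, two-sided exact permutation test), and so did the mpMSC-like shares at 18.2% ± 1.54 and 17.7% ± 0.297 (p = 1.00, two-sided exact permutation test, n = 2). A dpMSC-like cluster of 67 cells at the finer resolution was led by the interferon genes Cxcl10, Ifit3 and Isg15. Another cluster of 1339 cells was left unnamed, although it carried 87.5% of the septoclast-like markers, as did the septoclast-like cluster. Mmp9 was not among those it carried, and it also carried 83.3% of the fibroblast-like markers. It held 150 and 41 cells in the Control preparations and 558 and 590 in the Fracture preparations. The septoclast-like shares thus depend on leaving it unnamed. Fabp5, Mmp9 and Mmp13 were left out of the genes used for clustering, but they are among the markers that name the septoclast-like cluster. Of the 2699 mpMSC-like cells, 1324 fell into that cluster and 1002 into clusters named dpMSC-like at the finer resolution. The name mpMSC-like was not among those given at that resolution, so these 1002 cells could not keep it. A dpMSC-like cluster of 1019 cells there was led by Slc20a2, Kcnk2 and A2m, which were also leading genes of the mpMSC-like subclass. The mpMSC-like subclass thus splits at the finer resolution, but this does not show that it holds dpMSC-like cells.

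Fabp5, which encodes a fatty acid binding protein used to mark septoclasts, and the matrix proteases Mmp9 and Mmp13 were then compared in BMSC-like cells. Fabp5 lies on chromosome 3 at 10012548 to 10016607, Mmp9 on chromosome 2 at 164940780 to 164955850 and Mmp13 on chromosome 9 at 7272514 to 7283331, all protein-coding and on the plus strand (GRCm38, GENCODE M21). Their rise after fracture was reported on these same libraries, so the present values are not independent evidence of it. Fabp5 stood at 43.0 and 19.4 CPM in the Control preparations and at 462 and 383 CPM in the Fracture preparations. This was a log2 fold change of 3.76 (SE 0.43, n = 2 per group, edgeR with Benjamini-Hochberg adjustment, adjusted p 0.00399). Mmp9 rose from 382 and 252 CPM to 1154 and 889 CPM, a log2 fold change of 1.69 (SE 0.25, edgeR, Benjamini-Hochberg adjusted p 0.00715). Mmp13 rose from 2541 and 2212 CPM to 5081 and 5117 CPM, a log2 fold change of 1.10 (SE 0.18, edgeR, Benjamini-Hochberg adjusted p 0.00924). The alternative that moved these values most was clustering without integration, under which Mmp9 rose by 2.95 on the log2 scale. Without Fracture preparation 1, the adjusted p was 0.0551 for Mmp9 and 0.0801 for Mmp13 (edgeR, Benjamini-Hochberg), and without Fracture preparation 2 that of Mmp13 was 0.0763. Their log2 changes were then 1.49, 1.11 and 1.11.

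Inside the mpMSC-like subclass, Fabp5 rose from 44.1 ± 22.6 to 396 ± 4.11 CPM (SD, n = 2), a log2 fold change of 3.16 (edgeR, Benjamini-Hochberg adjusted p 0.00594). Mmp9 rose from 782 ± 74.2 to 1809 ± 377 CPM, a log2 fold change of 1.21 (edgeR, Benjamini-Hochberg adjusted p 0.00837). Mmp13 stood at 5160 ± 129 and 5620 ± 390 CPM, a log2 difference of 0.12 that was within the spread between preparations (edgeR, Benjamini-Hochberg adjusted p 0.483). In the dpMSC-like cells, which were 2891 of 4373 BMSC-like cells in Control and 318 of 2168 in Fracture, Mmp13 went from 539 and 713 CPM to 5598 and 6354 CPM.

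**Figure D2:**
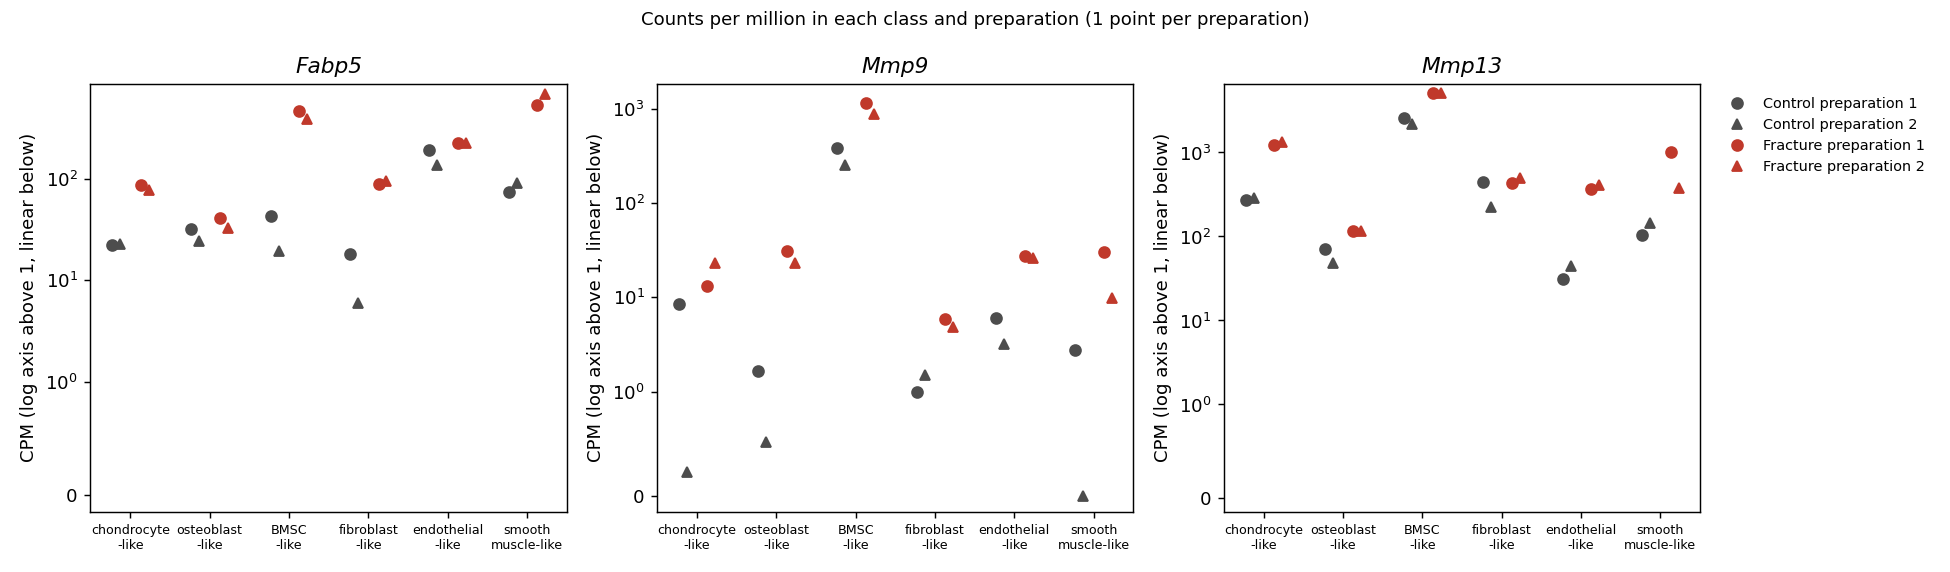
Fabp5, Mmp9 and Mmp13 in CPM (vertical axis, logarithmic above 1) in each of the 6 classes outside the blood (horizontal axis), with 1 point per preparation. In BMSC-like cells Fabp5 lies at 43.0 and 19.4 CPM in Control and at 462 and 383 CPM in Fracture.

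The share of BMSC-like cells holding at least 1 UMI of both Fabp5 and Mmp9 was counted after thinning every cell to 1000 UMIs, which left out 69 Control cells and 0 Fracture cells. The share was 0.329% ± 0.140 (SD, n = 2) in Control and 4.79% ± 0.452 (SD, n = 2) in Fracture (p = 0.333, two-sided exact permutation test, the minimum for this design). Without thinning it was 1.31% ± 0.464 and 20.8% ± 3.02, the alternative that moved it most, at median depths of 5843 and 8651.5 UMIs. Erythroid-like cells were counted for comparison and had median depths of 6252 and 8100 UMIs. There the share was 0% in Control, from 0 of 640 and 0 of 1781 cells, and 0.203% in Fracture after thinning, and 0.255% and 1.32% without it. In the other classes outside the blood, the Fracture share after thinning was highest in endothelial-like cells, at 0.185%. Without thinning it was 5.79% in smooth muscle-like, 3.82% in osteoblast-like, 2.63% in endothelial-like, 2.28% in chondrocyte-like and 2.11% in fibroblast-like cells. Fabp5 alone was found in 1.87% of BMSC-like cells in Control, which is below the 3.40% of erythroid-like cells. In Fracture it was found in 17.9% of BMSC-like and 3.03% of erythroid-like cells. Mmp9 alone was found in 2.89% of BMSC-like cells in Control and 14.8% in Fracture, against 0.0561% and 0.911% of erythroid-like cells.

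Whether the fracture effect differed between classes was tested with a term for class by group in edgeR, BMSC-like cells against each other class, with the preparation as a block and Benjamini-Hochberg adjustment over the 15 tests. A total of 11 tests passed the adjusted threshold of 0.05. The rise of Fabp5 was larger in BMSC-like cells than in any of the other 5 classes. The log2 difference was 3.40 against osteoblast-like cells (adjusted p 7.58e-08), 3.35 against endothelial-like cells (adjusted p 1.28e-05), 1.89 against chondrocyte-like cells (adjusted p 0.000644), 0.82 against smooth muscle-like cells (adjusted p 0.0374) and 0.81 against fibroblast-like cells (adjusted p 0.0113). The last pair did not hold in every setting. Without Fracture preparation 1 the difference was 0.61 against fibroblast-like cells (adjusted p 0.0730) and 0.59 against smooth muscle-like cells (adjusted p 0.172). Without Control preparation 1 it was 0.40 against fibroblast-like cells (adjusted p 0.543), and without Control preparation 2 it was 0.23 against smooth muscle-like cells (adjusted p 0.366). With the cells of the highest doublet scores removed, the difference from fibroblast-like cells turned to -0.34 (adjusted p 0.301).

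Mmp9 rose less in BMSC-like cells than in osteoblast-like cells, by a log2 difference of -2.86 (edgeR, adjusted p 3.31e-07), than in smooth muscle-like cells (-1.74, adjusted p 0.0113) and than in endothelial-like cells (-0.90, adjusted p 0.00215). In osteoblast-like cells it rose from 1.67 and 0.52 CPM to 30.7 and 23.3 CPM, which was far below its level in BMSC-like cells. The difference from endothelial-like cells shrank to -0.22 (edgeR, adjusted p 0.375) with called doublets removed. That from smooth muscle-like cells was -0.92 without Fracture preparation 1 (edgeR, adjusted p 0.172) and -8.05 without Control preparation 1, because the remaining Control preparation held 0 UMIs of Mmp9 in that class, the largest move of this family. Against chondrocyte-like cells the difference was -0.29 (edgeR, adjusted p 0.687) but -4.25 without Control preparation 1 (adjusted p 0.0216), where the other Control preparation stood at 0.23 CPM. Mmp13 rose less in BMSC-like cells than in endothelial-like cells (-2.28, adjusted p 8.80e-05), smooth muscle-like cells (-1.33, adjusted p 0.00472) and chondrocyte-like cells (-1.09, adjusted p 0.000124). The difference from smooth muscle-like cells was -0.52 without Fracture preparation 1 (edgeR, adjusted p 0.0730). In endothelial-like cells Mmp13 stood in the Fracture preparations at 30.6% and 32.2% of its level over all cells, inside the range of the chondrocyte and osteoblast marker genes there, which was 20.8% to 60.3% and 20.4% to 33.9%. The differences of Mmp13 from osteoblast-like cells (0.12, adjusted p 0.325) and fibroblast-like cells (0.51, adjusted p 0.0796) and of Mmp9 from fibroblast-like cells (-0.68, adjusted p 0.296) did not pass the threshold. Without Control preparation 2, the differences of Mmp13 from osteoblast-like and fibroblast-like cells were 0.28 (adjusted p 5.22e-07) and 0.89 (adjusted p 6.61e-12, edgeR). In fits without a Control preparation the spread comes from the Fracture preparations alone.

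**Figure D3:**
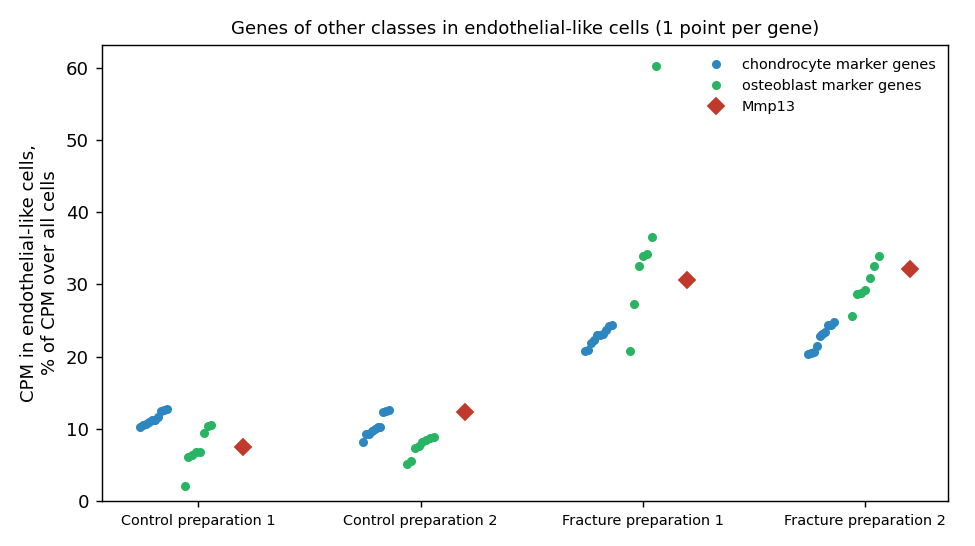
Level in endothelial-like cells as a percentage of the level over all cells of the same preparation (vertical axis), for each preparation (horizontal axis), with 1 point per gene for the chondrocyte markers, the osteoblast markers and Mmp13. Mmp13 lies at 7.46% and 12.3% in the Control preparations and at 30.6% and 32.2% in the Fracture preparations.

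The next comparison asked whether more cells were proliferating after fracture, from the share of cells of each class with at least 1 UMI of Top2a or Mki67 after thinning to 1000 UMIs. Top2a lies on chromosome 11 at 98992943 to 99024189 and Mki67 on chromosome 7 at 135689784 to 135716361, both protein-coding and on the minus strand (GRCm38, GENCODE M21). Each of the class shares had the minimum p of 0.333 (two-sided exact permutation test, n = 2), except that of osteoblast-like cells. The share rose from 3.48% ± 0.531 (SD, n = 2) to 12.6% ± 0.263 in BMSC-like cells, from 4.07% ± 1.51 to 13.4% ± 0.582 in endothelial-like cells and from 2.08% ± 0.939 to 13.02% ± 1.44 in smooth muscle-like cells. In fibroblast-like cells it went from 2.50% ± 1.22 to 6.01% ± 0.0654. In chondrocyte-like cells it fell from 7.71% ± 0.1004 to 5.21% ± 0.0532. In osteoblast-like cells it stood at 0.788% ± 0.176 and 0.973% ± 0.132, which overlapped. Thinning left out 17 Control cells of the chondrocyte-like class, 5 of the osteoblast-like, 69 of the BMSC-like, 3 of the fibroblast-like, 91 of the endothelial-like and 14 of the smooth muscle-like class, and 0 Fracture cells of any of them. Thinning was also the choice that moved the values most. Without it, the shares were 19.6% in Control and 13.7% in Fracture for chondrocyte-like, 11.03% and 29.5% for BMSC-like, 8.41% and 15.3% for fibroblast-like, 11.5% and 32.4% for endothelial-like and 8.08% and 32.4% for smooth muscle-like cells. Those of osteoblast-like cells were 10.7% and 6.88%, the other direction, at median depths of 19173.5 and 11539 UMIs. With every cell thinned to 2000 UMIs they also went the other direction, from 2.06% ± 0.487 to 1.30% ± 0.152 (p = 0.333, two-sided exact permutation test, n = 2).

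The summed counts of Top2a and Mki67 moved the same way as these shares in the classes with a change. In BMSC-like cells Top2a rose by 1.63 on the log2 scale and Mki67 by 1.24 (edgeR, Benjamini-Hochberg adjusted p 0.00419 and 0.00153), but clustering without integration gave 0.21 and -0.13 (adjusted p 0.508 and 0.784). In chondrocyte-like cells Top2a fell by 0.71 and Mki67 fell by 0.76 (edgeR, adjusted p 0.00383 and 0.00734). Without Fracture preparation 1 or 2 neither fall passed the threshold, with adjusted p of 0.0781 and 0.0803 for Top2a and 0.101 and 0.108 for Mki67 in chondrocyte-like cells. In smooth muscle-like cells the rises were 2.62 and 2.55 (edgeR, adjusted p 0.0192 and 0.00919), and that of Top2a had an adjusted p of 0.0879 and 0.0656 without Fracture preparation 1 or 2. In fibroblast-like cells Mki67 rose by 2.59 (edgeR, adjusted p 0.0127), with 0.179 and 0.204 without Fracture preparation 1 or 2, and Top2a by 1.60 (adjusted p 0.0835), with 0.000433 without Control preparation 2. In endothelial-like cells Top2a rose by 1.53 (edgeR, adjusted p 0.0401), with 0.195 and 0.181 without Fracture preparation 1 or 2, and Mki67 by 1.32 (adjusted p 0.0671), with 5.61e-16 and 5.79e-71 without Control preparation 1 or 2. In fits without a Control preparation the spread comes from the Fracture preparations alone, where Mki67 stood at 102.0 and 103.4 CPM in endothelial-like cells, against 24.8 and 57.7 CPM in Control, so these p values leave out the spread of the Control preparations. In osteoblast-like cells the changes were 0.16 and -0.15 (edgeR, adjusted p 0.574 and 0.732) and lay within the spread between preparations. Without Fracture preparation 2 that of Top2a was -0.02, and without Control preparation 2 that of Mki67 was 0.21.

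**Figure D4:**
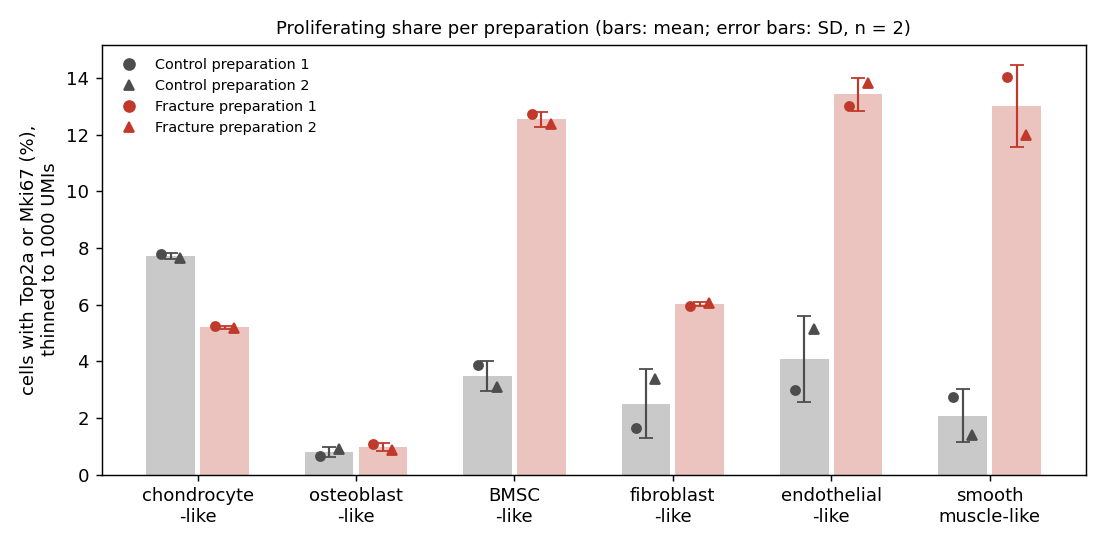
Share of cells with at least 1 UMI of Top2a or Mki67 after thinning to 1000 UMIs (%, vertical axis) in each class outside the blood (horizontal axis), with 1 point per preparation and a bar at the mean of each group with its SD (n = 2). The share is higher in Fracture in BMSC-like (12.6% against 3.48%), fibroblast-like, endothelial-like and smooth muscle-like cells and lower in chondrocyte-like cells (5.21% against 7.71%).

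Changes over all genes were tested class by class on UMI counts summed per preparation with edgeR at a Benjamini-Hochberg adjusted p under 0.05. In BMSC-like cells 7615 of 14771 genes tested were called, 3767 of them higher and 3848 lower in Fracture. In chondrocyte-like cells 6313 of 17262 genes were called (3253 higher, 3060 lower), in endothelial-like cells 5082 of 14270 (2653 higher, 2429 lower), and in smooth muscle-like cells 2625 of 10655 (1358 higher, 1267 lower). Osteoblast-like cells had 2260 of 13659 (1328 higher, 932 lower) and fibroblast-like cells 1988 of 12539 (1029 higher, 959 lower). Over all cells together 5829 of 20452 genes were called (2788 higher, 3041 lower), a sum that also carries the changed makeup. A changed makeup inside a class may enter its count too. Of the BMSC-like cells, 4276 of 4373 in Control but 1512 of 2168 in Fracture were dpMSC-like or mpMSC-like. Between 64.2% and 81.7% of the genes tested in the 6 classes had preparations that did not overlap between the groups, where chance gives 33.3%. Leaving out preparations moved these counts most. Without Fracture preparation 1 edgeR called 0 genes in chondrocyte-like, osteoblast-like, fibroblast-like and endothelial-like cells and in all cells together, with 4488, 2658, 1678, 3931 and 4008 genes at an unadjusted p under 0.05. Without Fracture preparation 2 it again called 0 genes in these, with 4571, 2737, 1698, 4243 and 4136 at an unadjusted p under 0.05. BMSC-like cells had 2501 and 3139 calls without Fracture preparation 1 or 2, of which 2492 and 3122 were among the 7615, and smooth muscle-like cells had 652 and 805, of which 646 and 781 were among the 2625. Without Control preparation 1 or 2 the counts rose to 4782 and 5313 in osteoblast-like cells, to 14033 and 12548 in all cells together and, for preparation 2, to 4054 in fibroblast-like cells, in fits whose spread comes from the Fracture preparations alone. DESeq2 on all 4 preparations called between 2038 genes in smooth muscle-like and 6401 genes in BMSC-like cells, and 7073 over all cells.

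The genes with the largest change in each class were named by a fixed rule. In chondrocyte-like cells these were 1520401A03Rik (chromosome 17, 23704488 to 23722783), Col3a1 and Moxd1 among the rises and Mcpt8, Myoc and Apoe among the falls. Col3a1 rose from 26.3 and 10.4 CPM to 1792 and 1751 CPM, a log2 fold change of 6.58 (SE 0.56, edgeR, Benjamini-Hochberg adjusted p 0.00408). Mcpt8 (chromosome 14, 56082166 to 56085273), a protease of basophils, fell by 5.06 on the log2 scale in chondrocyte-like cells, and over all cells it stood at 1902 and 1540 CPM in Control and at 17.1 and 17.4 CPM in Fracture. In osteoblast-like cells Rbp4 (chromosome 19, 38116629 to 38125281), Col10a1 and Atf3 rose most and Apoe, Txnip and H2-Q7 fell most. Rbp4 and Col10a1 are also among the leading genes of a chondrocyte-like cluster, and RNA from chondrocyte-like cells was not tested as their source. Rbp4 rose by 4.83 (SE 0.23, edgeR, adjusted p 0.00184) and Apoe (chromosome 7, 19696109 to 19699188) fell by 2.09 (SE 0.20, edgeR, adjusted p 0.00775). In BMSC-like cells C1qtnf3 (chromosome 15, 10952332 to 10980150), Thy1 and Lrrc15 rose most. C1qtnf3 went from 1.14 and 0.29 CPM to 370 and 355 CPM, a log2 fold change of 8.92 (SE 0.58, edgeR, adjusted p 0.00172) that was 5.06 with clusters made without integration. Fmo2 (chromosome 1, 162874317 to 162898726), P2ry14 and Serpina3f fell most, Fmo2 from 284 and 293 CPM to 3.60 and 7.45 CPM. These changes in BMSC-like cells may also carry a changed makeup of the class, which was not tested for them. Lrrc15 was among the leading genes of the fibroblast-like cluster made without integration.

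In fibroblast-like cells 1520401A03Rik, Ccl5 and Ptgs2 rose most and Angptl7, Cytl1 and Mcpt8 fell most. 1520401A03Rik had 0 UMIs in both Control preparations and was at least 61.2-fold higher in Fracture, against a floor of 3 counts over the group. Ccl5 had 2 Control UMIs and a ratio of 147.8 (95% counting interval 40.9 to 1220.1). Cytl1 (chromosome 5, 37735519 to 37739820) went from 11208 and 8418 CPM to 107 and 49.3 CPM. In endothelial-like cells Frzb (chromosome 2, 80411970 to 80447625), C1qtnf3 and Aldh1a3 rose most, and Frzb went from 1.17 and 0.83 CPM to 94.2 and 92.0 CPM, a log2 fold change of 6.52 (SE 0.18, edgeR, adjusted p 0.00451). In the Fracture preparations these 3 genes stood in endothelial-like cells at 15.4% to 26.7% of their level over all cells, where the chondrocyte marker genes stood at 20.4% to 24.7%. Cfd, Timp4 and Gkn3 fell most. In smooth muscle-like cells the chemokine genes Ccl7 (chromosome 11, 82045712 to 82047525) and Cxcl10 and the acute-phase gene Saa3 rose most and Mcpt8, Timp4 and Rergl fell most. Ccl7 had 0 Control UMIs and was at least 86.5-fold higher in Fracture, against the same floor. Cxcl10 had 2 Control UMIs and a ratio of 132.2 (95% counting interval 36.6 to 1091.7), and Mcpt8 and Rergl had 3 Fracture UMIs each and Control-over-Fracture ratios of 110.2 (37.7 to 534.6) and 49.1 (16.8 to 238.0). Without Fracture preparation 1, 11 of the 36 named changes passed the adjusted threshold of 0.05, and without Fracture preparation 2 likewise 11. These were the 6 of BMSC-like cells, C1qtnf3, Thy1, Lrrc15, Fmo2, P2ry14 and Serpina3f, and Ccl7, Saa3, Cxcl10, Timp4 and Rergl in smooth muscle-like cells. The largest move of a single value was that of Cfd in endothelial-like cells, whose fall of 6.31 became -11.76 without Fracture preparation 1, with 0 CPM in the other Fracture preparation.

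A list of 24 genes of proteases, Notch signalling, callus formation and proliferation was taken from the paper, which reported Fabp5, Mmp9 and Mmp13 on these libraries, so that calls adjusted over the list alone are not independent evidence. In BMSC-like cells edgeR called 13 of the 22 listed genes it tested over all genes, and 13 adjusted over the list alone. These counts were 13 and 15 of 23 in chondrocyte-like, 7 and 7 of 22 in osteoblast-like, 10 and 11 of 21 in fibroblast-like, 15 and 18 of 24 in endothelial-like and 12 and 12 of 23 in smooth muscle-like cells. Without the filter on low counts, 14 of the list were called over all genes in fibroblast-like cells. Mmp14 (chromosome 14, 54431612 to 54445364) was called higher in 6 of 6 classes, and Mmp13 and Mmp9 in 5 of 6. Fabp5 and Adam19 were called higher in 4 of 6 classes. Hey1 was called in 0 of 6 classes over all genes tested. Heyl and Notch3 (chromosome 17, 32120820 to 32166852) were called lower in 3 classes each. In BMSC-like cells Heyl fell by 1.88 and Notch3 fell by 2.08 on the log2 scale (SE 0.12 and 0.12, edgeR, adjusted p 0.00170 and 0.00153). In the mpMSC-like subclass Heyl stood at 51.6 CPM in Control and 47.3 CPM in Fracture, a log2 change of -0.13 (SE 0.11, edgeR, adjusted p 0.411), and Notch3 fell by 1.19 (SE 0.11, edgeR, adjusted p 0.0035). Over the dpMSC-like and mpMSC-like cells, Heyl changed by -1.68 with the Control mix of these subclasses held fixed and by -0.83 with the Fracture mix. The change of mix alone gave -0.72, so it may account for part of the fall of Heyl. Vegfa (chromosome 17, 46016993 to 46032369) was called higher in 3 classes and lower in BMSC-like cells, where it fell by 1.00 (SE 0.08, edgeR, adjusted p 0.00225).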

Values the study reported

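The study reported single-cell data for 45,321 stromal cells from control bone and from bone at post-fracture day 14. Its methods kept cells with 500 to 6000 genes and at most 25% mitochondrial content, and clustered them at a resolution of 0.1.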

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

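The tests of Mmp9 in osteoblast-like cells, of Mmp13 in erythroid-like and smooth muscle-like cells and of subclass composition were chosen only after the result was seen, the rule and marker genes for Mmp9 were changed after its values were seen, and the other tests in this part were chosen before.

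The fracture effect on Fabp5, Mmp9 and Mmp13 differed between BMSC-like cells and other classes in 11 of 15 tests of the difference itself (edgeR, Benjamini-Hochberg adjustment). For Fabp5 the log2 difference was 1.89 against chondrocyte-like, 3.40 against osteoblast-like, 0.81 against fibroblast-like, 3.35 against endothelial-like and 0.82 against smooth muscle-like cells. Those against fibroblast-like and smooth muscle-like cells lost their call without Fracture preparation 1, at 0.61 and 0.59. The former lost it also without Control preparation 1, at 0.40, and the latter without Control preparation 2, at 0.23. The mix of subclasses was held fixed over the dpMSC-like and mpMSC-like cells, which were 4276 of 4373 BMSC-like cells in Control and 1512 of 2168 in Fracture. Over these cells together the log2 change was 3.47 for Fabp5, 2.09 for Mmp9 and 1.13 for Mmp13. It was 3.24, 1.24 and 1.17 with the Control mix and 3.10, 1.11 and 0.31 with the Fracture mix. No SE was computed for these values, and those of 0.43, 0.25 and 0.18 belong to the whole BMSC-like class. Fabp5 and Mmp9 rose in both subclasses, which argues against a changed mix of these subclasses as their whole cause. Mmp13 changed by 0.017 in these mpMSC-like cells. In Fracture it stood at 5598 and 6354 CPM in dpMSC-like cells, against 5980 and 5251 CPM in mpMSC-like cells. For Mmp13 a changed mix is not excluded, because cells given the wrong subclass name would look the same. The change of mix alone, at Control levels, gave 0.40, 0.99 and 0.82, so it may account for part of the rises of Mmp9 and Mmp13. The mpMSC-like subclass was taken as 1 group. At the finer resolution, where the name mpMSC-like was not given, 1324 of all 2699 mpMSC-like cells were named septoclast-like and 1002 dpMSC-like. A changed mix inside the subclass was not tested. A response of BMSC-like cells to fracture stays open, as does a change inside the subclasses in which cells are captured. Neither was tested.

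Mmp13 rose less in BMSC-like than in chondrocyte-like (-1.09), endothelial-like (-2.28) and smooth muscle-like cells (-1.33), the last at -0.52 with no call without Fracture preparation 1. For endothelial-like cells, free RNA from chondrocyte-like and osteoblast-like cells is a candidate explanation. Mmp13 stood there at 30.6% of its level over all cells in Fracture preparation 1 and 32.2% in preparation 2, below the highest of the marker genes of those classes, which were at 60.3% and 33.9%, though above their medians of 23.7% and 24.4%. In erythroid-like cells, the medians of the same markers rose from 4.47% and 1.97% in Control to 36.2% and 34.0% in Fracture, but Mmp13 itself stood there at 14.0% in Fracture preparation 1, under the lowest marker at 28.2%, and at 35.7% in preparation 2. Free RNA and expression by endothelial cells themselves cannot be told apart, because the preparations go different ways in erythroid-like cells. In smooth muscle-like cells Mmp13 stood at 86.3% and 31.0%, above the highest of these markers at 53.4% in Fracture preparation 1 but under it at 43.2% in preparation 2, so free RNA and expression by these cells cannot be told apart either, because the preparations go different ways.

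Mmp9 rose less in BMSC-like than in osteoblast-like (-2.86), smooth muscle-like (-1.74) and endothelial-like cells (-0.90). The difference from smooth muscle-like cells was -0.92 with no call without Fracture preparation 1 and -8.05 without Control preparation 1. In osteoblast-like cells of the Fracture preparations Mmp9 stood at 33.9% in preparation 1 and 29.7% in preparation 2 of its level over all cells. Among the BMSC-like markers Cxcl12 stood there at 8.15% and 6.81% and Pdgfrb at 9.51% and 6.78%, but Lepr at 108.4% and 88.5% and Kcnk2 at 112.1% and 108.8%. Free RNA from BMSC-like cells and Mmp9 made by osteoblast-like cells cannot be told apart. All 5 markers with at least 20 CPM over all cells stand under Mmp9, a level set after the values were seen, but Kitl among them is close to it at 29.6% and 27.6%. Lepr and Kcnk2 stand at 10.5 to 13.8 CPM over all cells, and whether osteoblast-like cells make them was not tested. Osteoclasts caught with osteoblast-like cells were not tested.

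The proliferating share moved in opposite directions between classes, down in every Fracture preparation in chondrocyte-like cells (-2.50 percentage points) and up in BMSC-like (9.07), fibroblast-like (3.52), endothelial-like (9.35) and smooth muscle-like cells (10.9). The difference between these classes was not tested. Depth was made equal by thinning. Free RNA of Top2a and Mki67 would leave the share of cells with at least 2 UMIs unchanged in chondrocyte-like cells, but it went from 4.28% to 2.29%, and from 1.36% to 5.32% in BMSC-like cells, which argues against it. With the mix of subclasses held fixed the rises of Top2a and Mki67 in BMSC-like cells shrank to 0.68 and 0.42 on the log2 scale, from 1.61 and 1.32, so part of them may come from the changed mix. Without integration they were 0.21 and -0.13, so the rise in this class also rests on which cells the clusters join. A change in cell division after fracture stays open as a hypothesis.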

How the results depend on the processing

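Removing the 6% of cells with the highest doublet scores and requiring 3000 UMIs per cell are tests chosen only after the data were seen, and the other alternatives were planned. Of 1069 values under alternatives, those of the target genes kept their direction and their side of the threshold in 66 of 69 cases and the class differences in 98 of 120. Shares cannot pass the threshold with 2 preparations per group, so only their direction can be compared. It was kept in 44 of 44 cases for the subclass shares, 77 of 78 for the cell class shares, 11 of 11 for the share with both Fabp5 and Mmp9 and 58 of 60 for the proliferating shares. The class differences and these shares, apart from the cell class shares, were not computed without integration or at a cluster resolution of 0.3. Their tallies thus leave out the choice of clusters. With 3000 UMIs per cell the septoclast-like difference was 0.328 percentage points and the mpMSC-like difference -0.531 percentage points, and the groups overlapped in both. At a subcluster resolution of 0.2 the mpMSC-like difference was -4.11 percentage points. The counts of genes changed stayed within 1.5 times in 67 of 96 cases, and those of the gene list in 17 of 18. For named genes 379 of 429 values kept their direction and side, and for Top2a and Mki67 118 of 144.

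With each library as its own sample, 4 against 4, shares could reach p = 0.0286 (exact permutation test, the smallest this number allows). This follows from the larger number and treats libraries read as draws from 1 suspension as replicates. This p was reached by the differences in percentage points of 39.7 (chondrocyte-like), -5.13 (osteoblast-like), -22.7 (BMSC-like), 3.67 (fibroblast-like), -10.7 (endothelial-like) and -4.73 (smooth muscle-like). It was also reached in the subclasses by -34.5 (dpMSC-like), 11.6 (osteoblast-like), 24.2 (fibroblast-like) and 1.37 (septoclast-like), by 4.45 for the share with both transcripts, and in the proliferating shares by -2.49 (chondrocyte-like), 9.10 (BMSC-like), 3.50 (fibroblast-like), 9.37 (endothelial-like) and 10.9 (smooth muscle-like). Genes called rose to 4821 in osteoblast-like, 3808 in fibroblast-like and 12011 in all cells. The class differences of Mmp9 from endothelial-like cells (-0.73) and of Mmp13 from smooth muscle-like cells (-1.36) lost their call, and the cause was not tested.

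The preparations of the groups share only a number. Over genes, the deviations of same-numbered preparations correlated at r = 0.012 to 0.096, so the number does not pair them. With the number as a block, which leaves fewer degrees of freedom, 4052 genes were called in chondrocyte-like, 1205 in osteoblast-like, 713 in fibroblast-like and 3793 in all cells, and 5 genes of the list in fibroblast-like cells.

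In fibroblast-like cells 3983 genes were called without the filter on low counts and 1299 with the other filter on cells. Without integration 4057 genes were called in BMSC-like cells, 3619 of them among the 7615 of the integrated clusters, and the change of Mki67 was -0.13 in BMSC-like and 0.55 in osteoblast-like cells. With all cells as the denominator, the osteoblast-like difference was 0.643 percentage points, where the smaller blood share of Fracture raises every other class. The proliferating share of osteoblast-like cells differed by -0.758 percentage points at 2000 UMIs, where every cell has the same depth, and by -3.79 without thinning, where the median depths were unequal, so unequal depth does not account for the change of direction at 2000 UMIs. The class difference of Mmp9 from endothelial-like cells was -0.22 with called doublets removed and -0.97 with the highest doublet scores removed, with no call in either. With the latter removed, Mmp9 against chondrocyte-like cells turned to 0.10, Mmp13 against osteoblast-like cells to -0.052, Fabp5 and Mmp13 against fibroblast-like cells to -0.34 and -1.445, and Mmp13 against smooth muscle-like cells stood at -1.39 with no call. Except for the shift by the denominator, the cause was not tested.

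Leaving out 1 preparation at a time gave 0 to 9187 genes called in chondrocyte-like, 0 to 5313 in osteoblast-like, 2501 to 9425 in BMSC-like, 0 to 4054 in fibroblast-like, 0 to 7483 in endothelial-like, 652 to 3604 in smooth muscle-like and 0 to 14033 in all cells. The counts of 0 by edgeR came without Fracture preparation 1 or 2, where 1678 to 4571 genes had an unadjusted p under 0.05 in the classes and 4008 and 4136 in all cells, and DESeq2 was not run there. In these fits the spread comes from the Control preparations alone, and the lone Fracture preparation is assumed to vary like them. Without a Control preparation the spread comes from the Fracture preparations alone in the same way, so the higher counts and smaller p values there leave out the spread between Control preparations. The log2 change of Mmp9 in BMSC-like cells ran from 1.41 to 2.04 and that of Mmp13 from 1.00 to 1.23. In osteoblast-like cells that of Top2a ran from -0.016 to 0.30 and that of Mki67 from -0.48 to 0.21. The class differences ran from -4.25 to 0.32 for Mmp9 against chondrocyte-like cells (0.10 without Fracture preparation 2), from -0.058 to 0.28 for Mmp13 against osteoblast-like cells, and against fibroblast-like cells from 0.40 to 0.97 for Fabp5, -1.06 to 0.084 for Mmp9 and 0.051 to 0.89 for Mmp13. Against smooth muscle-like cells they ran from 0.23 to 1.64 for Fabp5, -8.05 to -0.92 for Mmp9 and -1.97 to -0.52 for Mmp13.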

Other observations

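The tests of the dpMSC-like share, of a shared suspension and of the genes called higher in endothelial-like and other cells were chosen only after the result was seen. The rule for the suspension was changed after its values were seen.

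The groups differed before any comparison in how barcodes had been selected, with 17.2% of Control barcodes under 2000 UMIs and 0.01% of Fracture barcodes. With at least 3000 UMIs in every cell, the dpMSC-like share still differed by -31.6 percentage points, against a Control SD of 7.14, which argues against the selection of barcodes as the cause of that fall. Growth of the callus, a lower yield of these cells from fractured bone and a real fall stay open, since shares alone do not separate them.

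The Fracture preparations were far more alike than the Control preparations. Over the 6 classes, the chi-square per degree of freedom of the cell counts was 71.8 between the Control preparations (p = 2.08e-75) and 2.37 between the Fracture preparations (p = 0.0371), where the libraries of Fracture preparation 2 gave 2.42 (p = 0.0335) and those of the other preparations 0.251 to 0.773. The counts per gene differed more between libraries of different Fracture preparations, at a mean chi-square of 10.25 to 39.04, than between libraries of 1 preparation (5.38 to 7.73), and the study calls its replicates independent. Separate preparations and parts of 1 suspension handled apart cannot be told apart, because handling could also widen the counts per gene and each is a single pair. In the second case the calls in the report would rest on too small a spread in that group.

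Stress during cell isolation was tested as a possible explanation for the unlike Control preparations with 10 early response genes. Their median difference lay between the 56.3 and 95.9 percentile of all genes over the 6 classes, and all 10 were higher in Control preparation 1 in fibroblast-like, endothelial-like and smooth muscle-like cells, but 2 of 10 in osteoblast-like cells. Stress and other differences between these preparations cannot be told apart, since the values fell between the stated outcomes and each is a single preparation. A male sample is argued against by a Y-linked sum of at most 0.592 CPM in a Control preparation. An exchange between female samples was not tested.

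In Control preparation 2, 30 of 7921 cells held a Y-linked UMI, and the other 3 preparations held 0. These cells had 14 Xist UMIs where 121.75 were expected from the other cells of their classes, or 11.5%. A few male cells in that suspension are consistent with this. Their source was not tested.

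Genes named in endothelial-like cells could come from free RNA of chondrocyte-like cells. Frzb, C1qtnf3 and Aldh1a3 stood there at 15.4% to 26.7% of their level over all cells, where the chondrocyte markers stood at 20.4% to 24.7%, and the sources cannot be told apart because these genes were chosen for the pattern. For the class as a whole, 43.5% of the 2653 genes called higher rose by more than the highest chondrocyte marker would allow in both Fracture preparations. For the others among the genes called higher, free RNA cannot be told apart from expression, because a small rise stays within what the markers allow. Of the 1029 genes called higher in fibroblast-like cells, 35.3% rose by more than the highest chondrocyte marker would allow. The value was 65.5% in BMSC-like, 82.3% in smooth muscle-like and 88.6% in osteoblast-like cells. That of fibroblast-like cells cannot be set beside these. The highest marker there stood at 316.3% and 377.6% of the level over all cells in Control. In Fracture it stood at 68.3% and 60.0%, against marker medians of 15.05% and 16.8%, so it may reflect more than free RNA. 1520401A03Rik, named in fibroblast-like cells, is among the leading genes of a chondrocyte-like cluster, and so are Rbp4 and Col10a1, named in osteoblast-like cells. Free RNA was not tested for any of them singly.

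The fall of Mcpt8 in chondrocyte-like, fibroblast-like and smooth muscle-like cells could come from fewer granulocytes shedding RNA. Of 29 pairs of another listed gene and a class, 79.3% were lower in Fracture, at a median log2 change of -2.98 against -5.57 over all cells. The 23 lower pairs were all those counted for Prss34, Cpa3, Fcer1a, Ms4a2, Hdc, Gata2, Cyp11a1 and Mpo. Every pair that was not lower belonged to S100a8 or S100a9, which rose in these classes while falling over all cells. Because the listed genes go different ways, the explanation cannot be told apart from others.

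Osteoclasts might have given the cells with both Fabp5 and Mmp9. The summed osteoclast-only genes Acp5, Atp6v0d2, Ocstamp and Oscar stood at 15.3 CPM in these cells and 20.2 CPM in the other BMSC-like cells of the Fracture preparations, a ratio of 0.759, which argues against it. Acp5 makes up most of both sums, and Ctsk, which stromal cells also make, stood at 250 against 338 CPM. Atp6v0d2 and Ocstamp were higher in the cells with both transcripts, at 1.32 against 0.80 CPM and 0.18 against 0.12 CPM, near the floor. For granulocytes no rule was set before. S100a8 stood at 115.9 against 20.2 CPM in Fracture preparation 1 and 6.05 against 4.44 CPM in preparation 2, while Ptprc, found in 62.8% of granulocyte-like cells, stood at 0 CPM in both preparations in the 449 cells with both transcripts.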
